# Transcriptomic profiling of rose flower under treatment of various phytohormones and plant growth regulators

**DOI:** 10.1038/s41597-022-01800-w

**Published:** 2022-11-03

**Authors:** Xintong Liu, Jie Wu, Fangfang Ji, Xiaoqian Cao, Qingcui Zhao, Chenxia Cheng, Nan Ma, Xiaofeng Zhou, Zhao Zhang

**Keywords:** Transcriptomics, Gene expression

## Abstract

Rose is one of the most important ornamental plants, accounting for one-third of the world’s fresh cut flower market. The vase life refers to the period of a cut flower retaining its appearance in a vase. During this period, the rose was subjected to a variety of abiotic and biotic stresses, resulting in a reduction in the life of cut flowers. Numerous studies have been carried out on cut rose, which proves the effects of various plant hormones on post-harvest dehydration, petal senescence and abscission, disease and vase life of cut rose flowers. In addition, the natural or synthetic hormones or its inhibitor have been successfully used in cut flower preservatives to extend the vase life of rose. However, there is still a lack of systematic and in-depth research on the expression of rose genes related to plant hormone response. Here we analyzed the gene expression changes of the rose flower under treatment of 11 different plant hormones or its inhibitors in order to provide reference for rose studies.

## Abstract (summary)

**Table:** 

Measurement(s)	Transcripts expression profile
Technology Type(s)	Illumina HiSeq
Factor Type(s)	phytohormones
Sample Characteristic - Organism	Rosa hybrida

## Background & Summary

Rose (*Rosa* sp.) is the most popular flower crop in the world. With its long history of cultivation, the rose has been endowed with cultural connotations in both the eastern and western world. In 2016, the worldwide turnover of cut roses was 4.96 billion euros, accounting for 29.7% of total cut flowers, which was the largest in flower crops (AIPH, 2016).

The vase life refers to the duration of a cut flower retaining its appearance in a vase. It is therefore the most important trait to the ornamental crops that are used as a cut flower, including rose. During the early vase life period, flowers open and appeal flavor, later they start the senescence, dehydration and abscission of petals. In addition, cut flowers are also subject to postharvest diseases, such as gray mold disease caused by the necrotrophic fungus *Botrytis cinerea*. All these physiological changes occur at a specific stage and in a highly synchronized manner, involving the balance of phytohormones in the flower and up- or down-regulation of numerous genes in various hormones pathways.

Therefore, the effects of plant hormones that extend vase life are major component of floriculture research and have been studied at the physiological and biochemical levels for several decades. Many of chemicals involved in plant hormones and their inhibitors have been added into the preservatives to improve the post-harvesting fresh keeping and vase life of cut rose. In rose, a number of studies have reported that flower opening, petal senescence, dehydration and abscission can be affected by abscisic acid (ABA), cytokinins (CKs), ethylene (ET) and gibberellins (GAs)^1–8^. In addition, recently, role of brassinosteroids (BRs), jasmonic acid (JA) and ET in rose petal defense against *B. cinerea* infection have been reported^9,10^.

However, the global gene expression pattern of rose flowers behind hormonal treatment has not been well-studied yet. To date, the only involved transcriptome data is screening of ethylene responsive genes from rose flowers (SRA045958), which is currently presented in the NCBI Sequence Read Archive (SRA)^11^.

The information on the molecular mechanism of phytohormones regulating flower traits remains scarce due to the lack of transcriptome. Therefore, transcriptome data from rose petals after different hormone treatments will be useful for studying the expression patterns of hormone-related genes and excavating key genes that regulate flower traits. Using RNA-seq, we recently investigated the transcriptomic dynamics of rose flower under the treatment of eleven natural or synthetic hormones, including auxin, BRs, CKs, GAs, ABA, JA, salicylic acid (SA), ethylene (ET) as well as ethylene inhibitors. We obtained approximately 240 Gb data and dissected the transcriptional network with the aim of exploring the transcriptional variation of rose responses towards those plant hormones. Our data will be useful to all those working with the analysis of rose gene expression.

## Methods

### Plant materials

*Rosa hybrida* ‘Samantha’, a classic hybrid tea rose cultivar and frequently used for cut flowers, has a red colour and mild fragrance. The ‘Samantha’ plant was grown under a plastic cover in Changping District (40°139 N, 116°129E), Beijing, China. In Spring of 2017, cut flower samples were harvested at developmental stage 2 of flower opening^1^.

### Exogenous phytohormone treatment

Flowering rose stems were cut into lengths of 30 cm and placed in aqueous solutions of 1-naphthaleneacetic acid (NAA), 2,4-dichlorophenoxyacetic acid (2,4-D), 2,4-epibrassinolide (BR), 6-benzylaminopurine (6-BA), ABA, gibberellic acid 3 (GA3), JA, SA, as well as ethylene inhibitor AgNO_3_, respectively, for 24 h under the controlled conditions of 22 °C with 30% to 40% relative humidity and 16 h/8 h day/night periods. ‘Samantha’ treated with deionized water were used as the control. For ethylene (ET) and 1-methylcyclopropene (1-MCP) treatment, rose flowers were exposed to ethylene, 1-MCP, or regular air as the control, for 24 h and 1 M NaOH was used to absorb CO_2_ released by respiration. The detailed information and final concentration of chemical agents were listed in Table 1. For each treatment, three replicates were harvested and 4 flowers were randomly collected for each replicate.

**Table 1:** The information of exogenous phytohormone in vase treatments.

The name of chemical agents	Abbreviation	Specie of phytohormone	Final concentration
1-Naphthaleneacetic acid	NAA	Auxin	100 µM
2, 4-Dichlorophenoxy acetic acid	2,4-D	Auxin	100 µM
2, 4-Epibrassinolide	BR	Brassinosteroid	5.0 µM
6-Benzylamino purine	6-BA	Cytokinin	100 µM
(+)-Abscisic Acid	ABA	Abscisic acid	100 µM
Gibberellic acid 3	GA3	Gibberellin	80 µM
(±)-Jasmonic acid	JA	Jasmonic acid	50 µM
Salicylic acid	SA	Salicylic acid	100 µM
Ethylene	ET	Ethylene	10 μL/L
1-Methylcyclopropene	1-MCP	Ethylene inhibitor	2 μL/L
Silver nitrate	AgNO_3_	Ethylene inhibitor	80 µM

### RNA extraction, library construction, and Illumina sequencing

Total RNA was extracted from the outer layer of rose petals using the hot borate reagent following the previous description^3^. The quality of the RNA was verified by agarose gel electrophoresis, NanoDrop 2000 spectrophotometers (Thermo Fisher Scientific) and Agilent Technologies 2100 Bio-analyzer, all samples QC results were shown in Table 2. The libraries were sequenced on the Illumina HiSeq™ 2500 system (Illumina Inc., San Diego, CA), according to the manufacturer’s instructions. Illumina sequencing was conducted at Novogene, Beijing, China.

**Table 2:** RNA QC Results Summary.

Sample name	OD260/280	OD260/230	RIN
H2O-1	1.859	2.19	6.6
H2O-2	1.833	2.373	6.5
H2O-3	1.858	2.411	7.2
NAA-1	1.759	1.723	7.7
NAA-2	1.846	2.099	7.1
NAA-3	1.978	2.067	6.8
2,4-D-1	1.73	2.247	6.3
2,4-D-2	1.756	1.8	7.5
2,4-D-3	1.989	2.08	7.3
BR-1	1.843	2.025	6.5
BR-2	1.985	2.015	6.9
BR-3	1.987	2.429	6.3
6-BA-1	1.8	2.359	6.5
6-BA-2	1.86	1.839	6.4
6-BA-3	1.791	1.983	6.3
ABA-1	1.795	1.826	7.1
ABA-2	1.848	2.2	6.4
ABA-3	1.84	2.035	6.6
GA3-1	1.877	2.0	7.5
GA3-2	1.879	2.192	7.1
GA3-3	1.776	2.177	6.5
JA-1	1.886	2.357	7.2
JA-2	1.977	2.177	7.0
JA-3	1.975	2.286	7.1
SA-1	1.96	2.202	6.5
SA-2	1.75	2.167	6.9
SA-3	1.883	2.164	6.8
ET-CK-1	1.711	2.119	6.2
ET-CK-2	1.805	2.124	6.5
ET-CK-3	1.784	2.141	7.3
ET-1	1.733	2.011	7.6
ET-2	1.897	2.26	7.1
ET-3	1.889	2.092	8.0
1-MCP-1	1.721	1.52	6.9
1-MCP-2	1.871	2.304	7.2
1-MCP-3	1.888	2.182	6.7
AgNO_3_-1	1.89	2.013	7.4
AgNO_3_-2	2	2.116	7.7
AgNO_3_-3	1.928	1.975	8.1

## Data Records

Our 39 raw data of RNA-seq were deposited into the NCBI database at Sequence Read Archive (SRA) with the accession number PRJNA522664^12^.

Average gene expression (fragments per kb per million reads, FPKM) information of each experiment was deposited in Gene Expression Omnibus (GEO) in NCBI, number GSE140696^13^.

## Technical Validation

Our 39 raw data were achieved on Illumina HiSeq. 

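The 39 libraries came from the outer petals of 'Samantha' flowers in 13 conditions, with 3 replicates each, sampled after 24 h. Stems stood in water (H2O) or in solutions of 100 µM NAA, 100 µM 2,4-D, 5.0 µM BR, 100 µM 6-BA, 100 µM ABA, 80 µM GA3, 50 µM JA, 100 µM SA or 80 µM AgNO3. The gas treatments were air (ET-CK), 10 µL per L of ET and 2 µL per L of 1-MCP. NAA and 2,4-D are synthetic auxins, 6-BA is a synthetic cytokinin, and 1-MCP and silver ions block the perception of ethylene. The paper gives the harvest year as 2017 and the sample labels give 2018. By the paper's Table 3, a library held from 36635164 to 48571242 clean reads, with a median of 41902438, and the clean bases of all libraries add up to 247 Gb. In H2O the clean reads ranged from 40699400 to 44320466 with a median of 43160660, and in ET-CK from 39709256 to 47883552 with a median of 45977468. Among the treatments, the lowest median was 37517320 in 6-BA and the highest 47435766 in ET. The deposited values carry no read counts, so these depths are the paper's and no counting error can be attached to a value. The authors mapped the reads to the 'Old Blush' genome RchiOBHm-V2 with TopHat2 and used Cufflinks, Cuffmerge and Cuffdiff to obtain FPKM, a measure of fragments which corrects for library size and transcript length. The expression values used here are 1 average FPKM per condition, from which the spread between replicates cannot be given and no difference could be tested. The paper states that the reads of all 39 libraries, which hold the single replicates, were also deposited, and these were not analysed here. The values deposited for ET are identical to those of ET-CK and carry the column name of air. They were taken as ET-CK, although whether they come from flowers in air or in ET cannot be told from them. ET was not analysed here. That leaves 12 conditions and 10 comparisons of a treatment with its control. Each condition lists 38170 transcripts of 30208 gene identifiers, and the FPKM of transcripts with a common identifier were summed. A gene entered a comparison with an FPKM of at least 1 in either condition, which 15308 genes reached in any condition and 11516 in all 12. Ratios are log2 ratios of FPKM plus 1, which understate the change of genes with low values, and a gene is called higher or lower here at a ratio of at least 2-fold, as a description only. The genes carry identifiers that the data do not pair with names. Their positions are those of the deposited loci on RchiOBHm-V2, and some loci are shared by several identifiers.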

The raw data was cleaned by removing the adaptor sequences, reads containing N > 10% (N represents the base cannot be determined), as well as low quality (Qscore <  = 5) base which is over 50% of the total base (Table 3)^14^. FastQC was used to test the quality of 78 paired-end clean data^15^. We have shown the quality control results of BR-3 clean data as an illustration (Fig. 1). 

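The condition averages of the 9 treatments in solution lay at different distances from the H2O average. BR was the farthest, with 2069 genes at least 2-fold apart, followed by AgNO3 with 1559, GA3 with 1555, SA with 1519 and JA with 1207. ABA differed from H2O at 701 genes, 2,4-D at 373, NAA at 363 and 6-BA at 182. 1-MCP differed from its control, ET-CK, at 417 genes. The Pearson correlation of log2(FPKM + 1) over 15308 genes was 0.947 between BR and H2O and 0.991 between 6-BA and H2O. It was 0.984 between 1-MCP and ET-CK. These correlations are across genes, which are not independent replicates. In a principal component analysis of the 12 averages, the first component held 35.3% of the variance and the second 31.7%. ABA had the lowest score on the first component, -62.7, and BR the highest, 43.7, with H2O at -34.6. The second component set ET-CK at 72.1 and 1-MCP at 58.0 apart from the conditions in solution, whose scores lay between -18.0 and -9.27. An average holds no spread, so whether these distances exceed the differences between the 3 replicates of a condition cannot be read from them. From the analysis of the 39 single samples, the paper states that treatment and mock were clearly separated.

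**Figure D1:**
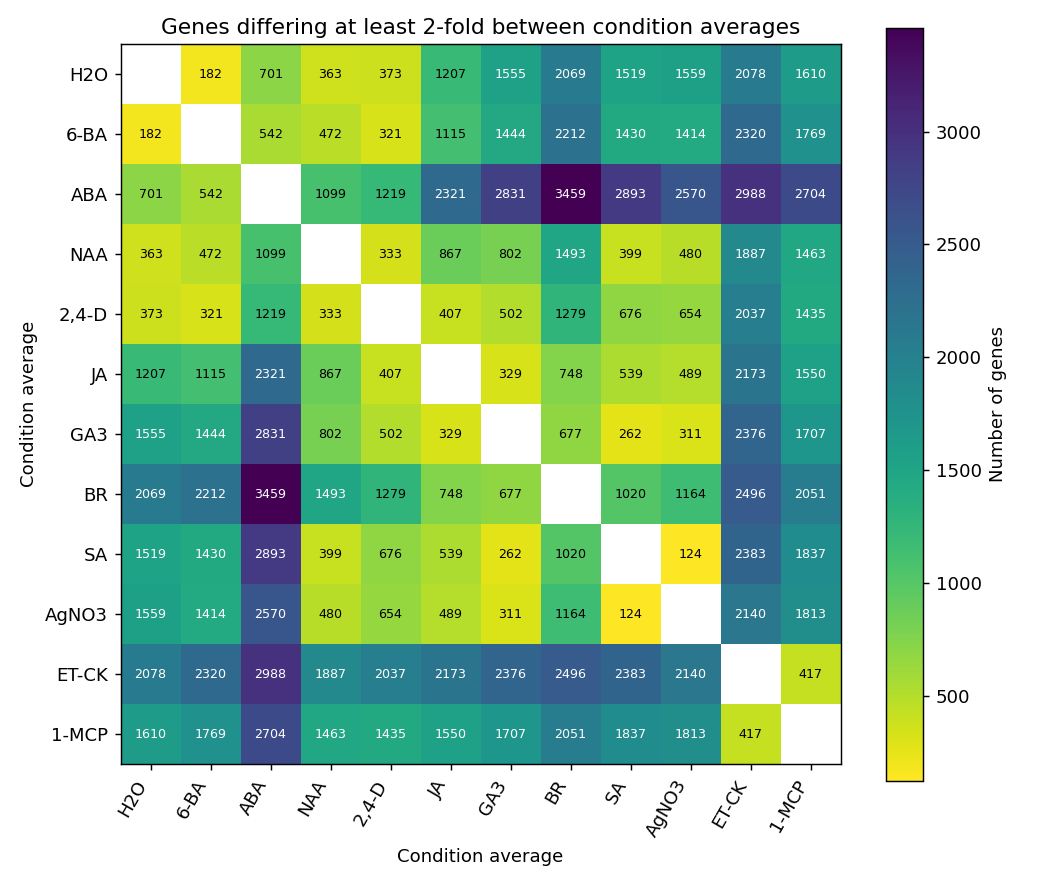
Number of genes at least 2-fold apart between each pair of the 12 condition averages, with conditions on both axes and the number in each cell also shown by colour. The smallest number is 124, between SA and AgNO3, and the largest 3459, between BR and ABA.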

The FPKM (fragments per kb per million reads) of 39 samples representing different treatments were subjected to principal component analysis (PCA), and the clear separation between the treatment and mock was detected (Fig. 2).

**Table 3:** Data Quality Summary.

Sample_name	Raw_base (bp)	Clean_base (bp)	Raw reads	Clean reads	Effective rate (%)	Q20	Q30	GC content (%)
H2O-1	6715943400	6648069900	44772956	44320466	98.99	99.47	91.89	46
H2O-2	6794421300	6474099000	45296142	43160660	95.29	99.67	92.65	47
H2O-3	6208617900	6104910000	41390786	40699400	98.33	99.49	91.89	46.5
NAA-1	6352380600	6279223800	42349204	41861492	98.85	99.41	91.74	47
NAA-2	6248699400	6161616600	41657996	41077444	98.61	99.54	92.05	47
NAA-3	6292710900	6216902700	41951406	41446018	98.80	99.65	93.25	46
2, 4-D-1	6141073800	6010109100	40940492	40067394	97.87	99.54	92.75	46
2, 4-D-2	5737084500	5660827200	38247230	37738848	98.67	99.44	91.29	47
2, 4-D-3	7018744800	6884462400	46791632	45896416	98.09	99.34	91.37	46
BR-1	6426085200	6285365700	42840568	41902438	97.81	99.53	92.26	46
BR-2	6138147600	6041525700	40920984	40276838	98.43	99.48	92.01	46
BR-3	7274191500	7115562300	48494610	47437082	97.82	99.60	93.31	47
6-BA-1	6110882400	5885013600	40739216	39233424	96.30	99.61	93.09	46
6-BA-2	5746281900	5627598000	38308546	37517320	97.93	99.59	92.79	47
6-BA-3	5562834300	5495274600	37085562	36635164	98.79	99.53	92.06	46.5
ABA-1	6648969000	6559461300	44326460	43729742	98.65	99.45	91.84	47
ABA-2	7331724000	7209520500	48878160	43729742	89.47	99.39	91.05	46.5
ABA-3	6873168000	6733405800	45821120	44889372	97.97	99.45	91.85	46
GA3-1	7228373700	7149807600	48189158	47665384	98.91	99.51	92.31	46
GA3-2	5687607600	5638328100	37917384	37588854	99.13	99.49	92.04	46.5
GA3-3	5946696000	5891745300	39644640	39278302	99.08	99.52	91.80	46
JA-1	6626836800	6517555200	44178912	43450368	98.35	99.41	91.62	47
JA-2	5917674300	5765472000	39451162	38436480	97.43	99.71	93.50	46
JA-3	6022036200	5938326000	40146908	39588840	98.61	99.52	90.50	46.5
SA-1	6053166600	5962658100	40354444	39751054	98.50	99.55	92.04	46
SA-2	5785421100	5706178200	38569474	38041188	98.63	99.64	92.62	46
SA-3	6465527400	6383856000	43103516	42559040	98.74	99.59	92.69	46
ET-CK-1	7329915600	7182532800	48866104	47883552	97.99	99.68	93.39	46
ET-CK-2	6057890700	5956388400	40385938	39709256	98.32	99.50	91.83	46
ET-CK-3	7039669800	6896620200	46931132	45977468	97.97	99.53	92.33	46
ET-1	7203534600	7115364900	48023564	47435766	98.78	99.63	93.08	46
ET-2	6734019600	6604808700	44893464	44032058	98.08	99.64	92.74	46
ET-3	7487982600	7285686300	49919884	48571242	97.30	99.63	92.90	46
1-MCP-1	6570133800	6514792800	43800892	43431952	99.16	99.47	91.99	48
1-MCP-2	6679282800	6591700500	44528552	43944670	98.69	99.68	94.05	46
1-MCP-3	6255930600	6074547600	41706204	40496984	97.10	99.51	91.73	47
AgNO3-1	6720336300	6563929800	44802242	43759532	97.67	99.57	92.41	46.5
AgNO3-2	6396397200	6308241900	42642648	42054946	98.62	99.54	92.38	46.5
AgNO3-3	6068345400	5977800600	40455636	39852004	98.51	99.64	92.26	46

All data aboved were counted for read1 + read2. Raw bases: (Raw reads) * (sequence length). Clean bases: (Clean reads) * (sequence length). For paired-end sequencing like PE150, sequencing length equals 150, otherwise it equals 50 for sequencing like SE50. Effective Rate (%): (Clean reads/Raw reads) *100% Error rate: base error rate Q20, Q30: (Base count value > 20 or 30) / (Total base count). GC content: (G & C base count)/(Total base count).

**Fig. 1:**
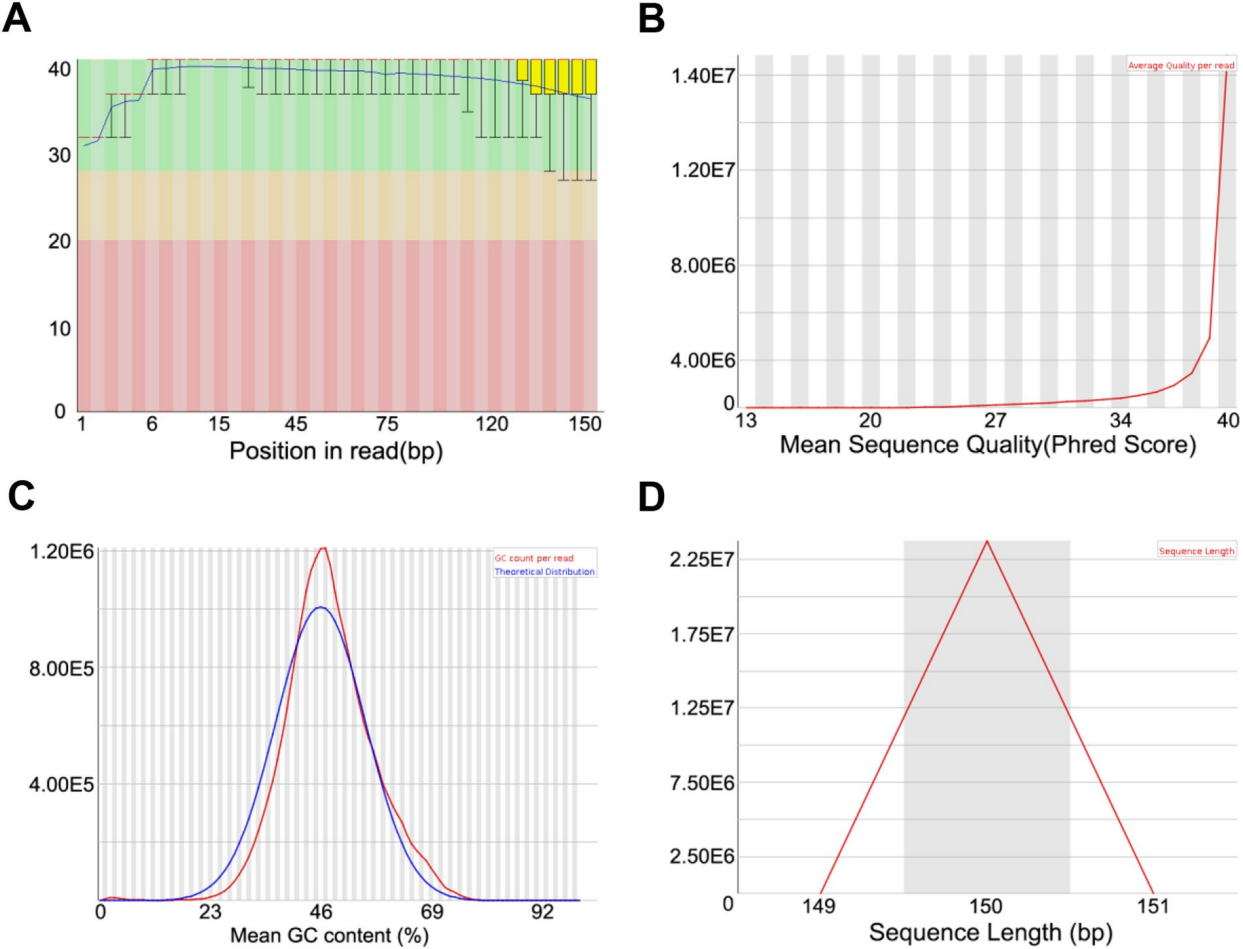
Quality control result of BR-3 clean data. (**A**) Quality score of per position in read. (**B**) Quality score of mean sequence. (**C**) GC content distribution. (**D**) Sequence length distribution.

**Fig. 2:**
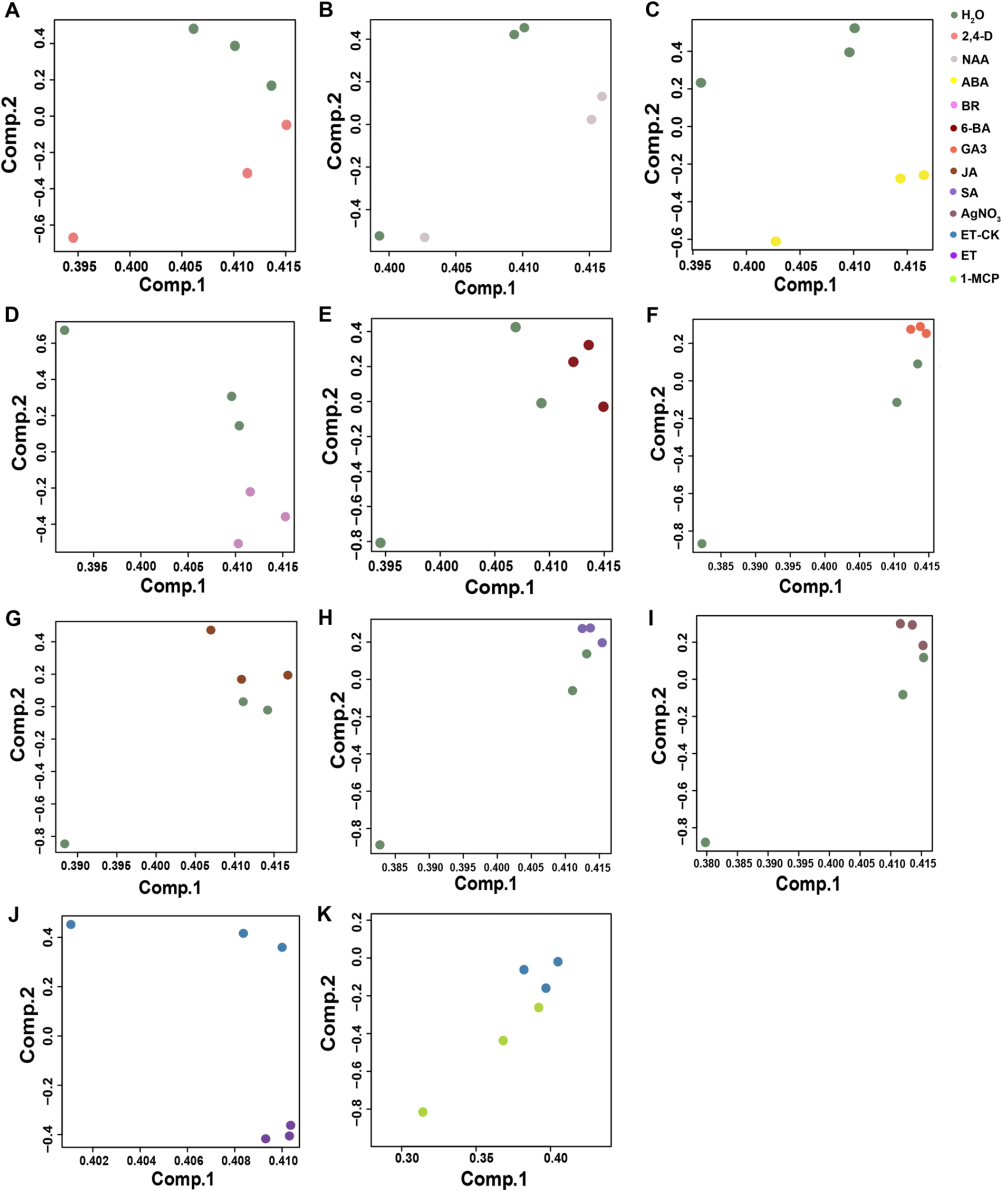
The principal components analysis (PCA) of RNA-seq data following hormone treatments. (**A**–**I**). represented the PCA of 2,4-D, NAA, ABA, BR, 6-BA, GA3, JA, SA and AgNO_3_ compared with mock treatment (H_2_O). (**J**) and (**K**) represented the PCA of ET and 1-MCP compared with air (ET-CK).

Clean reads were mapped to reference genome *Rosa chinensis* ‘Old blash’ (RchiOBHm-V2, GCF_002994745.1)^16^ by default parameters of Tophat2(version 2.1.1). Then use Cufflinks (version 2.2.0) to generate transcriptome with the Tophat2 (version 2.1.1) resulting alignment files, the assemblies were merged with the Cuffmerge, which is included in the Cufflinks package. These merged results provide a uniform basis for calculating gene and transcript expression. Then the merged assembles were provided to Cuffdiff, which calculated expression levels and tested the statistical significance of observed changes.

Average gene expression information of each experiment was deposited in Gene Expression Omnibus (GEO) in NCBI, number GSE140696. The differentially expressed genes (DEGs) were analyzed by DESeq (Anders *et al*., 2013) and defined as genes with |log2 fold change (FC)| ≥ 0.5, and an adjusted *P*-value < 0.05. 

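BR gave 1222 genes at least 2-fold higher and 847 lower than H2O. In GA3, 1083 genes were higher and 472 lower, in JA 860 and 347, in SA 1093 and 426, and in AgNO3 1125 and 434. ABA gave 442 higher and 259 lower genes, and 6-BA 117 and 65. NAA gave 318 higher and 45 lower genes and 2,4-D 295 and 78. In 1-MCP, 244 genes were higher and 173 lower than in ET-CK. LOC112201936, on NC_037092.1 from 69056213 to 69101527, had the largest decrease in BR, from an average FPKM of 240 in H2O to 0.457, and was also the lowest-ranked gene in JA, at 22.9. LOC112165277, on NC_037092.1 from 33821429 to 33822916, was at 0.440 in H2O and 22.2 in BR. It was also at least 2-fold higher in JA, GA3, SA and AgNO3, with a log2 ratio of 3.03 in JA. LOC112201019, on NC_037091.1 from 330903 to 347927, had the largest increase in 6-BA, from 1.70 to 37.7, and was at 12.1 in BR and 0.0994 in GA3. In ABA, LOC112176750, on NC_037094.1 from 10460736 to 10468403, was at 137 against 7.49 in H2O, while in GA3 it was at 1.00. LOC112174051, on NC_037093.1 from 51527709 to 51528868, was at 0.480 in H2O, 20.0 in GA3 and 39.8 in JA. It was also at least 2-fold higher in 2,4-D, BR, 6-BA, SA and AgNO3. LOC112187601, on NC_037089.1 from 30542153 to 30586886, was at 36.6 in H2O and is listed at nearly 0 in GA3 and AgNO3, the largest decrease in each, but at 25.8 in SA. LOC112187519 has the same deposited locus and was at 34.0 in H2O, 23.3 in GA3 and 34.7 in AgNO3. How reads were divided between these genes was not examined. LOC112184652, on NC_037089.1 from 59671218 to 59763525, had the largest increase in JA, from 0.185 in H2O to 53.7. LOC112167847, on NC_037088.1 from 46164403 to 46174440, was at 3.25 in H2O and 140 in JA. It was also at 51.8 in BR and at least 2-fold higher in 2,4-D, GA3 and AgNO3. LOC112168074, on NC_037092.1 from 70413193 to 70414188, was at 25.8 in H2O and 624 in SA but at 4.63 in ABA. LOC112199856, on NC_037091.1 from 49286866 to 49361273, was at 48.4 in H2O and had the largest decrease in SA, to 1.42, in 6-BA, to 6.04, and in ABA, to 4.85. It was at least 2-fold lower than H2O in every treatment in solution except JA. In JA it was at 24.2, just short of the threshold because the ratio is of FPKM plus 1. At the log2 threshold of 0.5 that the paper states, without its test, the numbers of higher and lower genes together were 5956 in BR, 5367 in SA, 5194 in AgNO3, 5096 in GA3, 4127 in JA, 3142 in ABA, 2076 in 1-MCP, 1870 in NAA, 1824 in 2,4-D and 1132 in 6-BA. With a pseudocount of 0.1 in place of 1, which gives genes with low values larger ratios, the number at least 2-fold apart was 761 in NAA and 478 in 6-BA.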

The number of DEGs for 11 treatments compared with the control, was shown in Fig. 3.

**Fig. 3:**
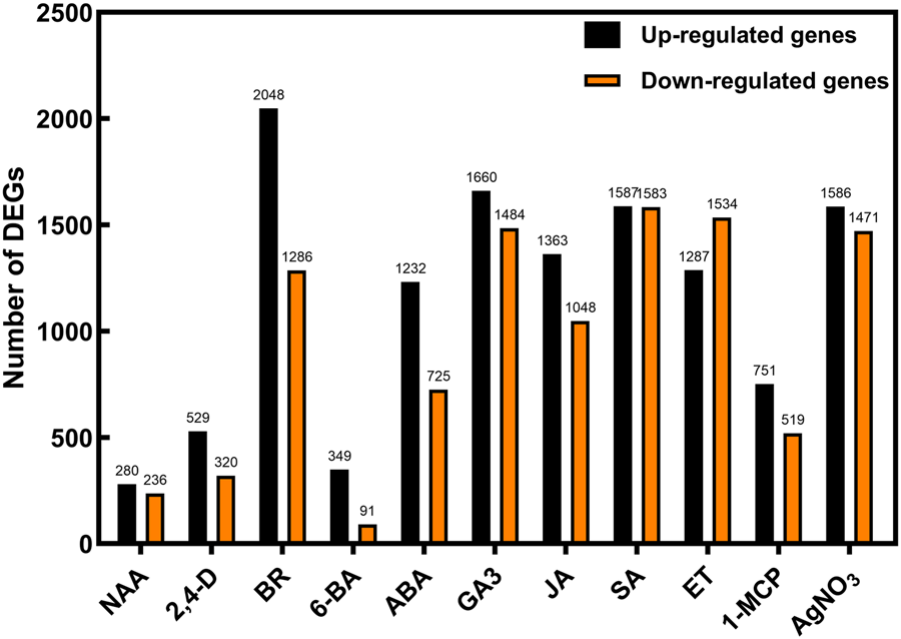
The number of different expression genes (DEGs) in rose petals under exogenous phytohormone treatments. The DEGs were determined with |log2 fold change (FC)| ≥ 0.5, and an adjusted *P*-value < 0.05.

In addition, we have analyzed the DEGs under auxin-related plant growth regulators (2,4-D and NAA) and ethylene-related chemicals (ET, 1-MCP and AgNO_3_). 

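NAA and 2,4-D are different synthetic auxins and were given at the same dose, 100 µM for 24 h, against the same H2O control. Of 13492 genes in both comparisons, 118 were at least 2-fold apart from H2O in both. LOC112184652 had the largest increase in each, to an average FPKM of 32.0 in NAA and 93.4 in 2,4-D. This was not particular to the auxins, since it also had the largest increase in JA and the second largest in ABA, to 17.8, from the same low value in the shared H2O average. LOC112173151, on NC_037093.1 from 59447534 to 59451643, was second in 2,4-D at 12.1 against 0.330 in H2O, and was at 0.0456 in NAA. Its increase was not particular to 2,4-D, since it was at 14.2 in SA and 11.5 in AgNO3. LOC112168074 was at 339 in NAA and 16.9 in 2,4-D. Compared directly, 192 genes were at least 2-fold higher and 141 lower in 2,4-D than in NAA. The balance turned to 345 higher and 397 lower with a pseudocount of 0.1 and to 1023 higher and 1184 lower at a log2 ratio of at least 0.5, so neither direction prevailed across settings, and the averages cannot show which of these exceed the differences between replicates. Because both treatments were compared with the same H2O average, genes can overlap with no effect. Unchanged conditions were simulated against a shared control, with noise of the size of the differences between the NAA and 2,4-D averages, which count real differences between them as noise and so can overstate it. In 100 draws they gave a mean overlap of 81.0 genes and at most 108. The simulated ratios spread like the direct differences of NAA and 2,4-D, with a root mean square of 0.384 on the log2 scale. The observed ratios to H2O spread less, at 0.373 in NAA, 0.379 in 2,4-D and 0.298 in 6-BA. The noise was therefore overstated, and the simulated overlap is probably too high for a value without any effect. Independent lists of these sizes would share 8.39 genes. With 1 control average the control could not be split, and part of the overlap may come from it.

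**Figure D2:**
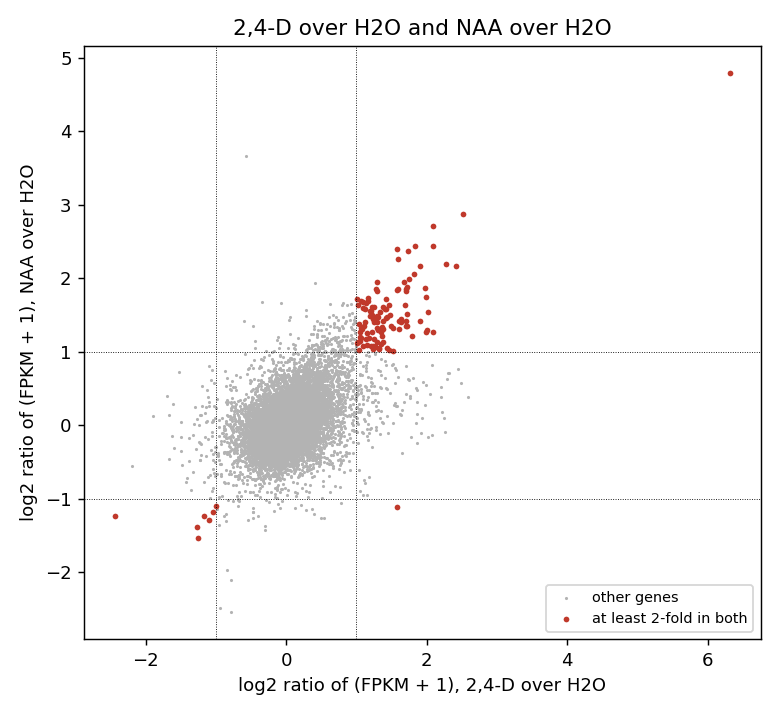
Log2 ratio of (FPKM + 1) of each gene in 2,4-D over H2O (x axis) and in NAA over H2O (y axis). Each point is a gene, red points are the 118 genes at least 2-fold apart in both, and dotted lines mark a 2-fold difference.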

The results showed that 132 overlapped DEGs were identified under 2,4-D and NAA treatments (Fig. 4A). 

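Of the genes at least 2-fold apart from H2O in both auxin treatments, 111 were higher in both, 6 were lower in both and 1 went in opposite directions, so that 99.2% had the same direction. The paper gives a lower share, 84.09% of 132 genes. Those were chosen at a log2 fold change of at least 0.5 with an adjusted p, so the sets of genes differ. Independent lists would share 5.60 genes higher in both, 0.260 lower in both and 2.52 in opposite directions. In the simulation of unchanged conditions against a shared control, 99.6% of the overlapping genes had the same direction. The covariance of the log2 ratios of 2,4-D and NAA across 15308 genes was 0.0623 and the simulated covariance 0.0735, a difference of -0.0112. The correlation of the log2 ratios was 0.459, across genes, which are not independent replicates. At a log2 ratio of at least 0.5, 666 genes passed in both treatments and 91.9% had the same direction. LOC112201649, on NC_037092.1 from 9858760 to 9860175, had the largest decrease in NAA, from 17.5 in H2O to 2.31. The auxins did not share it to the same extent, since its log2 ratio of 2,4-D over NAA was 1.55. It was also lower in ABA, at 2.98, and in 6-BA, at 7.45. In BR and GA3 it was higher than in H2O, at log2 ratios of 1.69 and 1.07. LOC112199856, at 20.1 in NAA and 8.12 in 2,4-D, was lower than the 48.4 in H2O in both. This was not particular to the auxins, since the gene was at least 2-fold lower than H2O in every treatment in solution except JA. In JA it was at 24.2, just short of that threshold.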

Among the 132 DEGs, 84.09% showed a similar expression pattern under the two different auxin-related plant growth regulators (Fig. 4C). In ET-, 1-MCP- and AgNO_3_ treatments, there were 245 overlapped DEGs were screened out (Fig. 4B). Although both 1-MCP and AgNO_3_ are the inhibitors of ET, they work in different ways. 

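1-MCP was compared with ET-CK and AgNO3 with H2O, so the comparisons share no control. The ET-CK values were also deposited for ET. Whether the 1-MCP ratios below are against air or against ET therefore cannot be told. LOC112197262, on NC_037091.1 from 49475506 to 49490070, had the largest decrease in 1-MCP, from an average FPKM of 130 in ET-CK to 0.689, and was at 2.67 in H2O and 5.56 in AgNO3. LOC112189226, on NC_037089.1 from 63079177 to 63080479, had the largest increase in 1-MCP, from 9.68 in ET-CK to 74.4, and was at 122 in H2O and 202 in AgNO3. LOC112186922, on NC_037089.1 from 67653461 to 67668416, had the largest increase in AgNO3, from 0.0803 in H2O to 10.2, and was at 2.53 in ET-CK and 3.43 in 1-MCP. This was not particular to AgNO3, since the gene was at least 2-fold higher than the same low H2O average in every treatment in solution, with 13.1 in SA. LOC112199856 was lower in both, at 2.23 in 1-MCP against 56.6 in ET-CK and at 5.43 in AgNO3 against 48.4 in H2O. Its decrease against H2O was not particular to AgNO3, since it was at least 2-fold in every treatment in solution except JA. In JA the gene was at 24.2, just short of that threshold. Of 13513 genes in both comparisons, 89 were at least 2-fold apart from the control in both. Of these, 43 were lower in 1-MCP and higher in AgNO3, 21 were higher in 1-MCP and lower in AgNO3, 17 were higher in both and 8 were lower in both, so that 71.9% went in opposite directions. Independent lists of these sizes would share 40.6 genes, of which 18.3 in opposite directions. Most AgNO3 changes were not particular to AgNO3. Of its 1125 higher genes 87 were higher in no other treatment in solution, and of its 434 lower genes 65. SA and AgNO3 had 1136 genes at least 2-fold apart from H2O in both, all in the same direction. How many of the 89 genes were among these was not examined. Without replicate values, the difference between the effects of 1-MCP and AgNO3 was not tested. At a log2 ratio of at least 0.5, 875 genes passed in both and 61.6% of them went in opposite directions. With a pseudocount of 0.1 the overlap was 230 genes.

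**Figure D3:**
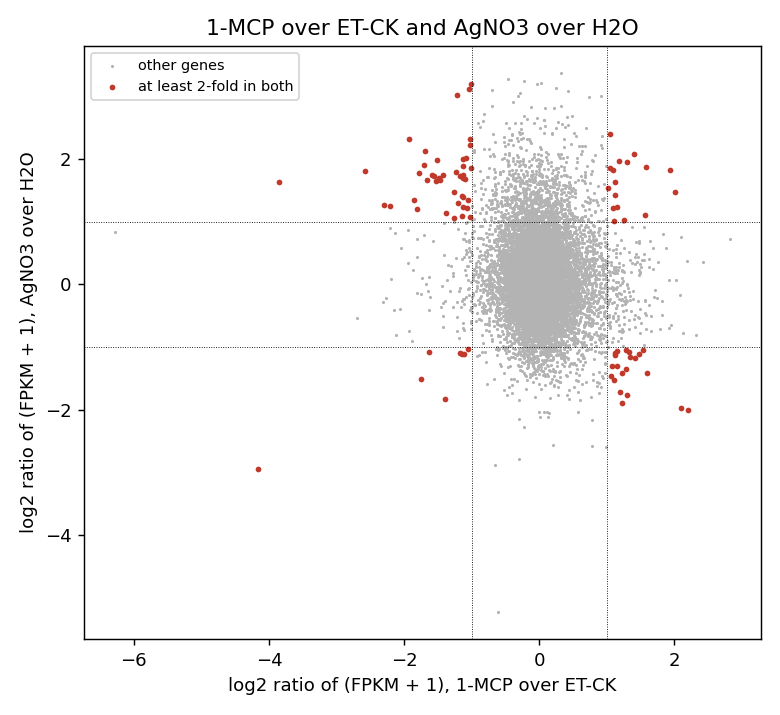
Log2 ratio of (FPKM + 1) of each gene in 1-MCP over ET-CK (x axis) and in AgNO3 over H2O (y axis). Each point is a gene, red points are the 89 genes at least 2-fold apart in both, 64 of them in opposite directions, and dotted lines mark a 2-fold difference.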

We have identified that 81.3% and 26.1% of the 245 DEGs played an opposite expression pattern in 1-MCP and AgNO_3_ treatment compared with it in ET treatment, respectively (Fig. 4D).

**Fig. 4:**
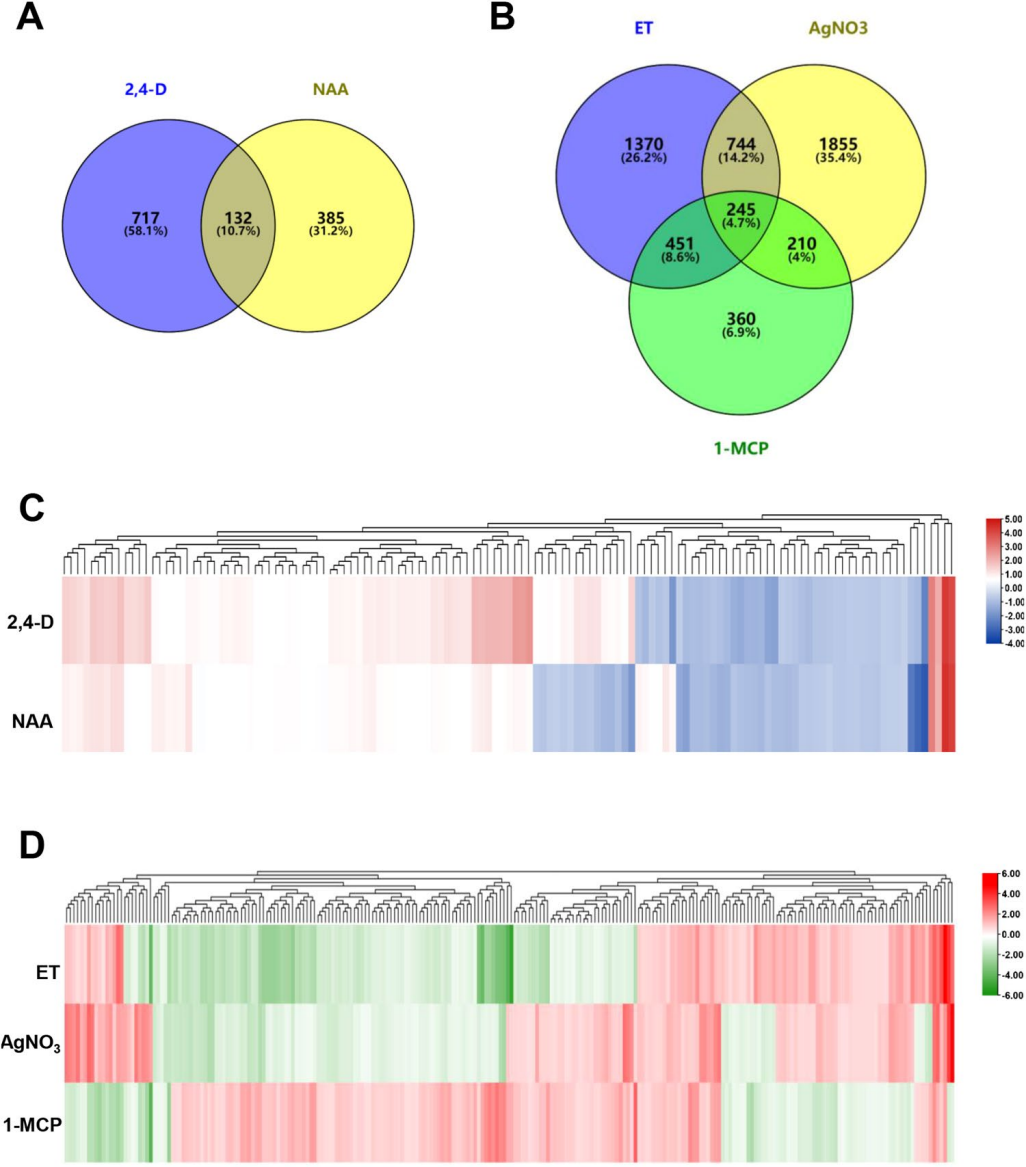
The DEGs among auxin related hormone (2,4-D and NAA), ethylene and its inhibitors (AgNO_3_ and 1-MCP). (**A**). Venn diagram depicted the number and overlap DEGs from 2,4-D- and NAA- treatments. (**B**). Venn diagram depicted the number and overlap DEGs from ET-, AgNO3- and 1-MCP- treatments. (**C**). The heatmap of overlap DEGs by hierarchical cluster analysis among 2,4-D- and NAA- treatments. (**D**). The heatmap of overlap DEGs by hierarchical cluster analysis among ET-, AgNO3- and 1-MCP- treatments.

## Data Availability

The following software and versions were used for quality control and data processing: 1. FastQC: https://www.bioinformatics.babraham.ac.uk/projects/fastqc (version 0.11.9). 2. TopHat2: http://ccb.jhu.edu/software/tophat/index.shtml (version 2.1.1). 3. Cufflinks: http://cole-trapnell-lab.github.io/cufflinks(version 2.2.0).

## References

[1] Ma N, Cai L, Lu W, Tan H, Gao J (2005). Exogenous ethylene influences flower opening of cut roses (*Rosa hybrida*) by regulating the genes encoding ethylene biosynthesis enzymes. Sci China C Life Sci..

[2] Tan H (2006). Ethylene-influenced flower opening and expression of genes encoding ETRs, CTRs, and EIN3s in two cut rose cultivars. Postharvest Biol Technol..

[3] Wu L (2017). An Ethylene-induced regulatory module delays flower senescence by regulating cytokinin content. Plant Physiol..

[4] Xue J (2008). Expression of ethylene biosynthetic and receptor genes in rose floral tissues during ethylene-enhanced flower opening. J Exp Bot..

[5] Ma N (2008). Rh-PIP2; 1, a rose aquaporin gene, is involved in ethylene-regulated petal expansion. Plant Physiol..

[6] Ma N (2018). Petal senescence: a hormone view. J Exp Bot..

[7] Lü P (2014). RhHB1 mediates the antagonism of gibberellins to ABA and ethylene during rose (*Rosa hybrida*) petal senescence. Plant J..

[8] Luo J (2013). A *DELLA* gene, *RhGAI1*, is a direct target of EIN3 and mediates ethylene-regulated rose petal cell expansion via repressing the expression of *RhCesA2*. J Exp Bot..

[9] Liu X (2018). Comparative RNA-Seq analysis reveals a critical role for brassinosteroids in rose (*Rosa hybrida*) petal defense against *Botrytis cinerea* infection. BMC Genet..

[10] Cao X (2019). A detached petal disc assay and virus-induced gene silencing facilitate the study of *Botrytis cinerea* resistance in rose flowers. Hortic Res.

[11] Pei H (2013). An NAC transcription factor controls ethylene-regulated cell expansion in flower petals. Plant Physiol..

[12] (2019). NCBI database at Sequence Read Archive.

[13] Liu X, Wu J (2019). Gene Expression Omnibus.

[14] Jiang L (2011). Synthetic spike-in standards for RNA-seq experiments. Genome res..

[15] Brown J, Pirrung M, McCue LA (2017). FQC Dashboard: integrates FastQC results into a web-based, interactive, and extensible FASTQ quality control tool. Bioinformatics.

[16] Raymond O (2018). The Rosa genome provides new insights into the domestication of modern roses. Nat genet..

How the deposited data were processed for this re-analysis (not part of the article)

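Petal RNA of 39 samples in 13 conditions was sequenced by the authors, with 3 replicates per condition. The authors mapped the cleaned reads with TopHat2 to RchiOBHm-V2, assembled and merged transcripts with Cufflinks and Cuffmerge, and computed FPKM with Cuffdiff. The sample processing notes name Cuffdiff. The authors deposited 1 average FPKM per transcript and condition, and the paper names DESeq as the authors' tool for the differentially expressed genes. How FPKM were normalized between conditions is not given in the sources used here.

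From the deposited FPKM, the values of transcripts with a common gene identifier were summed, which covers 13056 transcripts of 5094 identifiers. 9 identifiers join the names of neighbouring genes, whose reads were not told apart. The values of ET equal those of ET-CK and ET was not analysed here, nor was any result that needs it. The genes at least 2-fold apart were counted from log2 ratios of FPKM plus 1, among genes of at least 1 FPKM in either condition. The planned test with limma needs values per replicate and could not be run, and the description fixed for this case was used instead. No p-value, standard deviation or standard error is given for expression.

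The genes named were those with the largest log2 ratios in each direction among genes of at least 10 FPKM in the higher condition, in rank order within each comparison, with fewer printed than the 5 per direction of the rule. The values of a gene named for 1 treatment in other conditions were added after its values were seen. The rule's condition that a gene has a descriptive name could not be met, and the lists of hormone pathway genes, fixed before the data were examined as patterns on gene names, could not be matched because the genes carry identifiers only.

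Principal components were computed from log2(FPKM + 1) of the condition averages, centred per gene. Overlaps were set beside those of independent lists and beside 100 simulated draws of unchanged conditions with a shared control, with noise drawn in 20 bins of expression. On simulated data, known changes were put into 200 of 8807 genes of a copy of the H2O average, compared with that average itself. Of genes raised by exactly 2-fold 43.0% passed the threshold, and of genes lowered 36.0%. At 3-fold 99.0% and 97.0% passed, and of unchanged genes 0.500%. The comparisons of treatments covered more genes, from 13509 in 6-BA to 14190 in SA and AgNO3. For this reason, and because noise was put on 1 side only, the 0.500% is not a rate of false calls for those comparisons. A pseudocount of 0.1, a minimum of 5 FPKM, no minimum, a log2 ratio of at least 0.5 and scaling by medians were tried as alternatives chosen before the data were examined, and transcripts without summing as an alternative chosen afterwards. Median scaling changed no average by more than 0.0359 on the log2 scale. Depth is known only from the paper's Table 3. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.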

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

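The tests on the control average, on RNA integrity, on the depth of 6-BA, on reads from clean bases and on gas against solution were chosen after the result was seen, while median scaling and the Mantel test with the printed reads were chosen before, although what median scaling would show was written down only afterwards.

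SA and AgNO3, which the paper does not compare, gave 1136 genes at least 2-fold apart from H2O in both, with 843 higher in both, 293 lower in both and none in opposite directions, where independent lists would share 161. A shared direction is no sign of an effect, since 99.6% of overlapping genes had it in simulated unchanged conditions. Nor was it particular to this pair, since GA3 and JA shared 841 genes, all in the same direction. Unchanged conditions simulated against a shared control, with noise of the size of the differences between 2,4-D and NAA, gave a mean of 81.0 genes and a covariance of the log2 ratios of 0.0735, against 0.345 observed, and part of the overlap may come from the shared control, although the variance of the ratios of 6-BA, which any noise in the H2O average would also enter, was only 0.0884 and argues against it as the whole cause. The mean RIN differed from that of H2O by -0.0333 in SA and by 0.967 in AgNO3, but SA and AgNO3, at a difference of 1.0 in mean RIN, were only 124 genes apart, and the Mantel correlation of RIN and distance was -0.0763 (permutation p = 0.545, one-sided), which argue against RNA integrity as the whole cause. The clean reads of 6-BA, from 36635164 to 39233424 per library, all lay below those of H2O, from 40699400 to 44320466, with 182 genes apart, while those of SA and AgNO3 overlapped H2O, which argues against depth as the whole cause, but the Mantel correlation of depth and distance over the 10 conditions in solution was 0.181 (permutation p = 0.214, one-sided) with the printed reads and 0.319 (permutation p = 0.0627) with reads from clean bases, since the paper's Table 3 gives ABA-2 the clean reads of ABA-1. No biological explanation was tested, and the sources used here name no day of treatment.

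The controls differed from each other, which the paper does not report. Between ET-CK and H2O, 2078 genes were at least 2-fold apart, 1136 higher and 942 lower in ET-CK, about as many as between BR and H2O. LOC112197889, on NC_037091.1 from 53924169 to 53924972, was at 1.11 in H2O and 99.3 in ET-CK, and LOC112201936, at 240 and 0.672, had the largest decrease, followed by LOC112187733, on NC_037089.1 from 869319 to 871659, at 314 and 2.94. Median scaling left 2089 genes and the mean RIN differed by -0.1 (pooled SD 0.483, n = 3 per control), which argue against scaling and RNA integrity. At 95.0% of these genes the 1-MCP average differed from the 6-BA average in the same direction. 6-BA was the average nearest H2O, at 182 genes, and 1-MCP the one nearest ET-CK, at 417. The 95.0% therefore follows largely from these distances and adds little to them. A difference between flowers held in gas and in solution would give such distances. A separate day or batch for the gas treatments would give them too, and the sources used here name none. The ET-CK values were also deposited for ET, and whether they come from flowers in air was not tested. The 1-MCP average, deposited separately, was itself at least 2-fold apart from H2O at 1610 genes.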

How the results depend on the processing

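Without summing transcripts was the only alternative chosen after seeing the data. No paired analysis was possible because the deposited averages carry no replicate numbers. The fit over all groups, RIN as a covariate, leaving out replicates, the separation of single samples and the gene lists were not run, since they need replicate values or gene names. With median scaling the count of genes in each of the 10 comparisons, between 2,4-D and NAA and between the controls, and the overlaps of 2,4-D and NAA, of 1-MCP and AgNO3, of ABA and BR and of SA and AgNO3, stayed within 1.5 times of the value given. Of 209 ratios of at least 2-fold, over the 30 genes ranked first or second in a comparison, 2 fell under 2-fold with it, LOC112172696 in GA3 from 1.05 to 0.98 and in AgNO3 from 1.04 to 0.99 on the log2 scale. The overlap of 5 treatments, the genes of a single treatment, the neighbouring genes and the changes of transcripts were not run under other settings. With a pseudocount of 0.1 the number of genes at least 2-fold apart was 761 in NAA, 794 in 2,4-D, 478 in 6-BA, 1356 in ABA, 2452 in GA3, 1976 in JA, 2411 in SA, 831 in 1-MCP, 2446 in AgNO3, 742 between 2,4-D and NAA and 3125 between the controls, and the overlap was 298 for 2,4-D and NAA, 230 for 1-MCP and AgNO3, 498 for ABA and BR and 1796 for SA and AgNO3. A smaller pseudocount enlarges ratios of low values by construction. At a log2 ratio of at least 0.5 the numbers were 1870 in NAA, 1824 in 2,4-D, 5956 in BR, 1132 in 6-BA, 3142 in ABA, 5096 in GA3, 4127 in JA, 5367 in SA, 2076 in 1-MCP, 5194 in AgNO3, 2207 between 2,4-D and NAA and 5654 between the controls. The overlaps were then 666 for 2,4-D and NAA with 91.9% in the same direction, 875 for 1-MCP and AgNO3 with 61.6% in opposite directions, 1544 for ABA and BR with 67.2% in opposite directions, and 4200 for SA and AgNO3. With a minimum of 5 FPKM, fewer genes enter, and the numbers were 188 in NAA, 231 in 2,4-D and 107 in 6-BA, with an overlap of 44 for 2,4-D and NAA, 100% in the same direction, and of 146 for ABA and BR. Without summing, the transcripts counted were 693 in NAA, 618 in 2,4-D, 356 in 6-BA and 615 between 2,4-D and NAA, and the overlaps 217 for 2,4-D and NAA and 134 for 1-MCP and AgNO3, with 67.8% in opposite directions for ABA and BR. Correlations of treatment and control averages ranged from 0.947 to 0.991, from 0.930 to 0.982 with a pseudocount of 0.1 and from 0.950 to 0.995 without the log. The values used here carry no read counts, so what depth limits cannot be given per gene.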

Differences from the paper's values

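The paper's counts in Fig. 3 use a log2 fold change of at least 0.5 and an adjusted p, and those given here a 2-fold ratio of averages and no p, so the thresholds differ. All the paper's counts below were read by eye from Fig. 3. Alternatives set before the data were examined were a pseudocount of 0.1, a minimum of 5 FPKM, no minimum, a log2 ratio of at least 0.5 and median scaling, and those not named for a count left it more than 1.5 times from the paper's, above or below. At a log2 ratio of at least 0.5, the paper's fold threshold without its p, each count compared here lay above the paper's.

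The paper's number of lower genes in NAA was about 240 (Fig. 3) and that found here 45, and none of these alternatives came within 1.5 times, with 497 at a log2 ratio of at least 0.5, above the paper's, and fewer than the paper's under the others. Without summing transcripts, chosen after seeing the values, it was 173. In 2,4-D the paper has about 530 higher and about 320 lower genes (Fig. 3), against 295 and 78. A pseudocount of 0.1 gave 598 higher genes, and without summing, chosen after seeing the values, 466, and for lower genes none of these alternatives came within 1.5 times, with 599 at a log2 ratio of at least 0.5, above the paper's, and fewer than the paper's under the others. In BR the paper has about 2000 higher and about 1300 lower genes (Fig. 3), against 1222 and 847. A pseudocount of 0.1 gave 1879 and 1203, median scaling gave 938 lower genes, and without summing, chosen after seeing the values, there were 1551 and 1072. In 6-BA the paper has about 350 higher genes (Fig. 3), against 117, and a pseudocount of 0.1 gave 294.

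In ABA the paper has about 1200 higher and about 730 lower genes (Fig. 3), against 442 and 259. A log2 ratio of at least 0.5 gave 1794 higher genes and a pseudocount of 0.1 gave 591 lower genes. In GA3 the paper has about 1700 higher and about 1500 lower genes (Fig. 3), against 1083 and 472. A pseudocount of 0.1 gave 1685 higher genes, without summing, chosen after seeing the values, there were 1428, and a log2 ratio of at least 0.5 gave 1941 lower genes. In JA the paper has about 1400 higher and about 1000 lower genes (Fig. 3), against 860 and 347. A pseudocount of 0.1 gave 1382 higher genes, without summing, chosen after seeing the values, there were 1134, and a log2 ratio of at least 0.5 gave 1488 lower genes. In SA the paper has about 1600 lower genes (Fig. 3), against 426, and a log2 ratio of at least 0.5 gave 2108. In 1-MCP the paper has about 750 higher and about 520 lower genes (Fig. 3), against 244 and 173. For higher genes none of these alternatives came within 1.5 times, with 1138 at a log2 ratio of at least 0.5, above the paper's, and fewer than the paper's under the others, and a pseudocount of 0.1 gave 371 lower genes. In AgNO3 the paper has about 1500 lower genes (Fig. 3), against 434, and a log2 ratio of at least 0.5 gave 1923.

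Table 3 of the paper gives 43729742 clean reads for ABA-2, the number of ABA-1, while its clean bases divided by the read length of 150 give 48063470. In the other libraries of the table these columns match.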

Other observations

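ABA stood apart among the 9 treatments in solution. Of its 442 genes at least 2-fold higher than H2O, 336 (76.0%) were higher in no other treatment in solution, and of its 259 lower genes 194 (74.9%). In BR, the next, 329 of 1222 higher genes (26.9%) and 398 of 847 lower genes (47.0%) had no other treatment, and in 6-BA 8 of 117 (6.84%) and 30 of 65 (46.2%). In the other treatments the share was from 2.52% to 10.5% of higher and from 9.53% to 23.1% of lower genes. ABA and BR had 225 genes in common, of which 171 (76.0%) went in opposite directions, where independent lists would share 87.2 genes with 43.0 in opposite directions. The overlap was 498 genes with a pseudocount of 0.1, 72.3% of them in opposite directions, and 1544 at a log2 ratio of at least 0.5, 67.2% in opposite directions. The covariance of their log2 ratios was -0.0618, although the shared H2O average adds to it. LOC112172696, on NC_037093.1 from 13857273 to 13860425, was at 20.5 in H2O, 1.91 in ABA and 44.1 in BR. BR, GA3, JA, SA and AgNO3 had 287 genes higher in all 5 and 95 lower in all 5. Unchanged conditions simulated against a shared control, with noise of the size of the differences between 2,4-D and NAA, gave means of 20.5 and 20.0, and independent lists 0.0248 and 0.00076. No draw gave more than 33. The control could not be split, so how much of this overlap comes from the shared H2O average is not known. Noise in that average would also enter the ratios of 6-BA, which had only 117 higher and 65 lower genes. This argues against the H2O average as the whole cause.

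Neighbouring genes were compared in 20 lists, the higher and the lower genes of 10 comparisons. In 8 lists the pairs of neighbours that were both in the list exceeded the 97.5th percentile of 10000 random orders of the genes, in 2 they exceeded all of them, and 12 lists were at or below the percentile. In GA3, 114 pairs were both higher, against a mean of 77.7 and at most 109. In JA, 77 pairs of neighbouring genes on a chromosome were both at least 2-fold higher than in H2O, where the random orders gave a mean of 49.4 and at most 77. In BR, 79 neighbouring pairs were both lower, against a mean of 47.4 and at most 76 in random orders. In SA, 74 pairs were both higher, against a mean of 78.0, and in NAA 7, against 6.77. Genes that overlap in position were not counted as neighbours, and reads shared between similar neighbours were not examined.

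Among genes with several transcripts, a sum of at least 10 FPKM in both conditions and a change of the sum below 1.5-fold, the most abundant transcript changed, with a shift of at least 30 points in the share of a transcript, in 63 of 893 genes (7.05%) in AgNO3 and 60 of 882 (6.80%) in SA, relative to H2O. It changed in 50 of 900 (5.56%) in GA3, 33 of 811 (4.07%) in BR, 31 of 1134 (2.73%) in NAA, 14 of 950 (1.47%) in JA, 9 of 996 in ABA, 3 of 1106 in 2,4-D, 1 of 1129 in 6-BA and 2 of 1289 between AgNO3 and SA. Shares of transcripts are estimates of Cuffdiff and have no replicate check.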
